A study of Caenorhabditis elegans with 45 samples.

How the data were processed

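Small RNA was sequenced from whole Caenorhabditis elegans at the mid L4 larval stage, grown at 20 °C for 45 hours after feeding. The 45 libraries came from 15 genotypes with 3 replicates each, named A, B and C in the labels. The genotypes were wild type and 14 strains in which 1 nucleotide of let-7a was changed, at each position from 9 to 22 of the miRNA counted from its 5′ end. A mutant is named by the wild-type base, the position and the new base. The genotype labels of 6 mutants also carry the name mnDp1. The labels do not say what mnDp1 covers, and the strains are called strains labelled with the duplication here, after the usual meaning of Dp in worm genetics. Libraries were prepared with a commercial small RNA ligation kit, per the labels' protocols.

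The authors deposited a table of read counts per miRNA gene for all libraries and a table with 1 row per library. The second table gives counts of all reads, mapped reads, miRNA reads, let-7 reads in the wild-type form and let-7 reads in the mutant form. It also gives let-7 reads per 1000000 miRNA reads (RPM), which are read here as a score made by the authors from the count columns, per the file headers. The trimming, aligner, counting tool, genome build and the rule that assigned reads to a let-7 form are stated in no label or header. The deposited log2 columns were not used. The miRNA table held 257 miRNA genes, of which 61 were at 0 in all libraries. The counts are read counts without molecular identifiers, so intervals cover counting error only. Total miRNA counts ranged from 1009758 to 3574420 per library with a median of 2146242. All reads ranged from 2061731 to 9844985 per library, and between 42.8% and 64.3% of them mapped.

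The miRNA read total in the library table equalled the sum of the miRNA table in every library except U9G replicate C. Its row repeated the mapped reads and miRNA reads of U9G replicate A, while its miRNA counts summed to 2336900. The deposited value of 25052 RPM for its mutant form was therefore recomputed from the summed counts as 17996. All RPM values and CPM values (counts per 1000000) below use the summed counts. No column held values identical to another, so no library was merged with another.

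The let-7 count of a library was the count of the form its genotype encodes, taken from the library table, and it replaced the let-7 row of the miRNA table. Counts were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test after TMM normalization and filterByExpr by genotype. All 45 libraries entered 1 fit with 1 coefficient per genotype, so that the groups shared the estimate of the spread. Besides let-7, 129 miRNAs were tested. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Standard errors of log2 fold changes were computed from the F statistic. For let-7, an exact two-sided permutation test of the 3 mutant against the 3 wild-type libraries was added, which cannot give a p below 0.1. The strains labelled with the duplication were compared with the other mutants on counts summed per strain, 6 against 8, and on strain means by an exact permutation test over 3003 splits. Shares of the wild-type form are given with Wilson 95% intervals, and a count of 0 allows a share of up to 3 counts of the total. The let-7 table lists only the 2 forms, so restricting the denominator to them was the same calculation.

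On simulated counts with 30 of 130 miRNAs changed by a log2 change of 2 in 1 mutant, the edgeR script recovered 25 with 1 false call, and made 0 calls in the 13 unchanged mutants. DESeq2 1.42.0 called 28 of the 30, counted in either direction, whereas the 25 were counted only in the right direction. Its false calls were not counted, so the 2 numbers do not rank the methods.

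The rule for naming miRNAs was set before the data were examined. It covers let-7, a list of the let-7 and lin-4 families (mir-48, mir-84, mir-241, mir-793, mir-794, mir-795, lin-4 and mir-237), the miRNA with the largest change in each mutant among those past the threshold whose replicates did not overlap wild type, the 5 past the threshold in the most mutants, and the 5 with the smallest adjusted p in the test of all genotypes and in the comparison by duplication. Other miRNAs in the text, such as those past the threshold only without U9G replicate B, mir-1829.1, mir-44, mir-59, mir-791, mir-35 and mir-36, were named after their values were seen. mir-48 is listed under the gene name lin-58. Alternatives set before the data were examined were size factors of DESeq2, total counts without a scaling factor, no filter, a minimum of 10 counts in every library, the DESeq2 Wald test, the replicate letter as a block, a fit of only the 6 libraries compared, the other 13 mutants as the reference, let-7 left out of the totals, the let-7 row of the miRNA table, the 42 mutant libraries as samples, and each library left out in turn. For the wild-type form, RPM in place of the share was also set beforehand. The sum of both let-7 forms, and leaving U9G replicate B out of every fit, were added after the data were examined.

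The letters A, B and C pair libraries only in part. Over all genotypes, the deviations of libraries from their group means correlated at a mean r of 0.235 for the same letter and -0.12 for other letters, but all 3 pairs with wild type exceeded 0.1 in only 9 of the 14 mutants. Gene positions are those of the Ensembl annotation of WBcel235, matched by gene identifier for all 257 genes. The deposited files name no build. Python 3.11.15, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps.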

Results

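The effect of single-nucleotide changes outside the seed of let-7a, a conserved miRNA that acts in larval development, on the abundance of the miRNA and of other miRNAs was examined by small RNA sequencing. Mature let-7 has the sequence UGAGGUAGUAGGUUGUAUAGUU. In the WBcel235 annotation it lies on chromosome X at 14744234 to 14744255 on the minus strand, inside the precursor at 14744173 to 14744271 and the let-7 gene at 14743590 to 14745321. Positions are counted from the 5′ end of the miRNA, so that U9G changes the base at 14744247 and U22A the base at 14744234. Each of the 15 genotypes had 3 libraries. The miRNA counts summed to between 1009758 (G15A replicate A) and 3574420 (U22A replicate A) per library, and between 11945 and 175134 reads per library were let-7 reads.

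The identity of the mutants was examined first in the let-7 reads. The wild-type libraries listed 0 reads of a mutant form among 35166 to 70780 let-7 reads. Which mutant form was looked for in them is not stated, so this 0 cannot check their identity. In the mutants, the share of let-7 reads in the wild-type form varied with the strain. It was 35.2% ± 1.74 (SD, n = 3) in G11U, 11.5% ± 0.352 (SD, n = 3) in G12U and 14.8% ± 1.25 (SD, n = 3) in U13A. The amount of the wild-type form was closer among them, at 7456 ± 178, 7994 ± 655 and 7331 ± 825 RPM (SD, n = 3 each). Their shares differed mainly with the mutant form, at 13772, 61659 and 42172 RPM. These 3 strains are labelled with the duplication, as are U14A, G15A and U16G, in which the share was 0.0881% ± 0.0215, 0.293% ± 0.092 and 0.0458% ± 0.00242 (SD, n = 3 each). Among the strains without that label, the share was 21.8% ± 0.471 (SD, n = 3) in U22A and 7.31% ± 0.511 (SD, n = 3) in U21A. In the libraries of the other 6 strains without the label, it reached at most 0.561% (Wilson 95% interval 0.484% to 0.65%), in U9G replicate A, against 0.014% and 0.0333% in replicates B and C. By label, the mean of the strain means was 10.3% (SD 13.8, n = 6 strains) with the duplication and 3.72% (SD 7.71, n = 8 strains) without it. The difference of 6.59 percentage points was smaller than the spread between strains (exact two-sided permutation p = 0.299). On RPM of the wild-type form, the difference of strain means was 3010 (exact two-sided permutation p = 0.118).

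**Figure D1:**
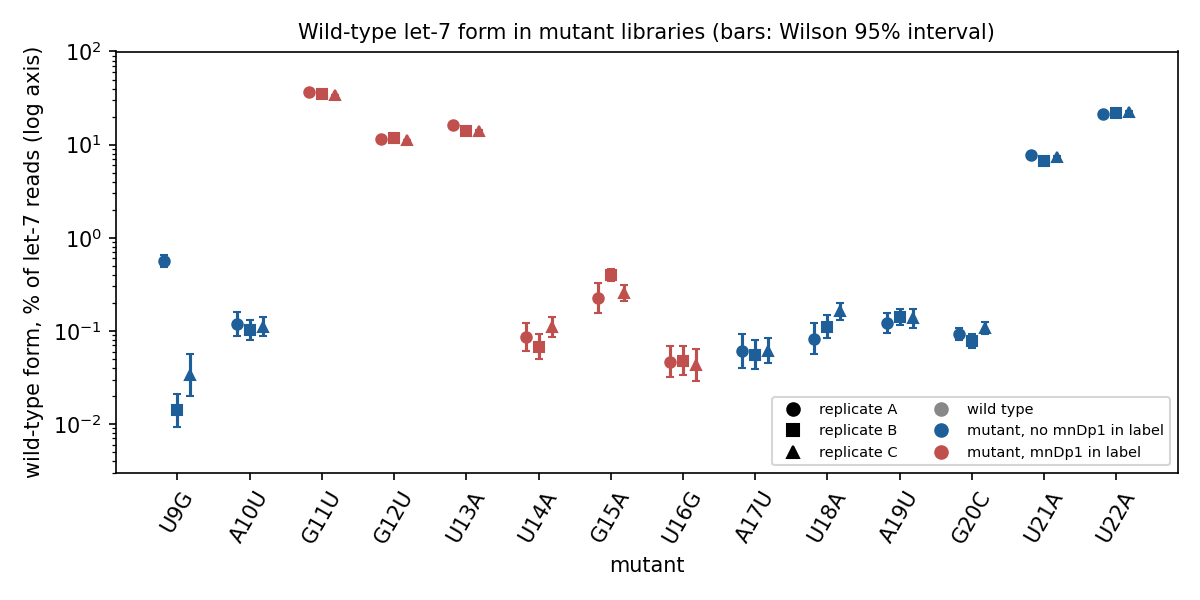
Share of let-7 reads in the wild-type form (log axis, %) in each mutant library, by genotype, with Wilson 95% intervals, coloured by whether the genotype label carries mnDp1. The libraries of G11U lie between 33.7% and 37.1%, while those of U16G, which also carries the label, lie between 0.0431% and 0.0477%.

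The abundance of let-7 in each mutant was compared with wild type to ask whether the base change altered the level of the miRNA. Wild type had 28169 ± 6677 normalised counts per 1000000 counts (CPM; SD, n = 3). By edgeR's quasi-likelihood test, the form encoded by the mutant was past the threshold in 4 of the 14 mutants. It was higher in G20C, at 85850 ± 4342 normalised CPM (SD, n = 3), a log2 fold change of 1.61 (SE 0.252, edgeR adjusted p = 3.7e-05). It was also higher in G12U, at 65478 ± 7484 (SD, n = 3), a log2 fold change of 1.22 (SE 0.25, edgeR adjusted p = 0.00328). It was lower in G11U, at 12898 ± 1533 (SD, n = 3), a log2 fold change of -1.13 (SE 0.249, edgeR adjusted p = 0.00464). It was lower in G15A, at 13979 ± 2181 (SD, n = 3), a log2 fold change of -1.01 (SE 0.249, edgeR adjusted p = 0.0351). The 3 libraries of each of these mutants lay on one side of the 3 wild-type libraries, for which the exact permutation p was 0.1, the smallest this design allows. The alternative that moved a let-7 value most was the let-7 row of the miRNA table, which gave -3.97 in A10U, where the encoded form gave -0.09. With both let-7 forms added, G11U changed by -0.50 (edgeR adjusted p = 0.758), so its call holds for the mutant form and not for the sum. G15A was no longer past the threshold with total counts only, without a filter, or in a fit of its 6 libraries, with values of -0.85, -0.96 and -0.94.

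The other 10 mutants were not past the threshold for let-7. In U13A (log2 fold change 0.62, edgeR adjusted p = 0.42), U18A (-0.52, edgeR adjusted p = 0.731) and U22A (-0.83, edgeR adjusted p = 0.13), the 3 libraries also lay on one side of wild type, with an exact permutation p of 0.1 each. U22A was past the threshold when U9G replicate B was left out of the fit (-0.82, edgeR adjusted p = 0.00613). With both let-7 forms added, its change was -0.48 (edgeR adjusted p = 0.995). In U9G, the value depended on that library, at 0.07 with it and -0.61 without it, and neither was past the threshold. The changes in A10U, U14A, U16G, A17U, A19U and U21A lay between -0.29 and -0.07 and their libraries overlapped wild type.

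**Figure D2:**
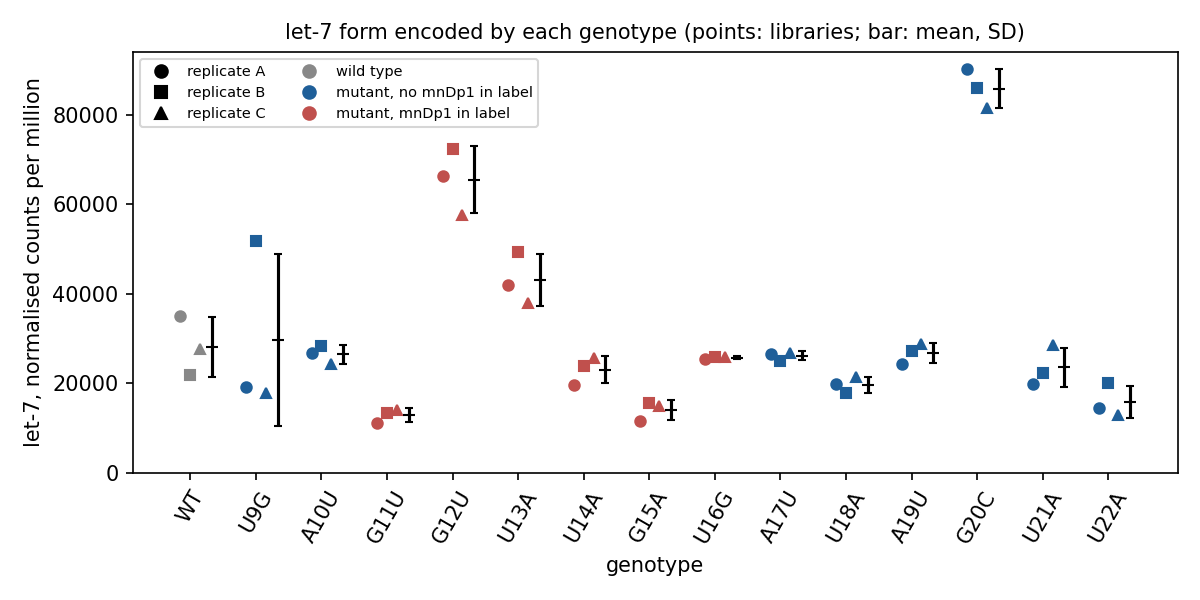
Normalised CPM of the let-7 form each genotype encodes, by genotype, with each library as a point and the mean with SD (n = 3) as a bar. G20C lies between 81474 and 90157 and wild type between 21761 and 35086, and in U9G replicate B stands at 51758 against 19247 and 17830 in replicates A and C.

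The libraries were compared with each other before other miRNAs were tested. Over log2 CPM, U9G replicate B correlated with the median of the other libraries at r = 0.864 across miRNAs, which are not independent replicates. The lowest value in any other library was 0.98. In U9G replicate B, 20 of 99 miRNAs lay over 8-fold from the mean of the other U9G libraries. Because all genotypes share 1 estimate of the spread, this library entered every comparison. The counts of other miRNAs past the threshold without it are therefore given beside those with it.

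**Figure D3:**
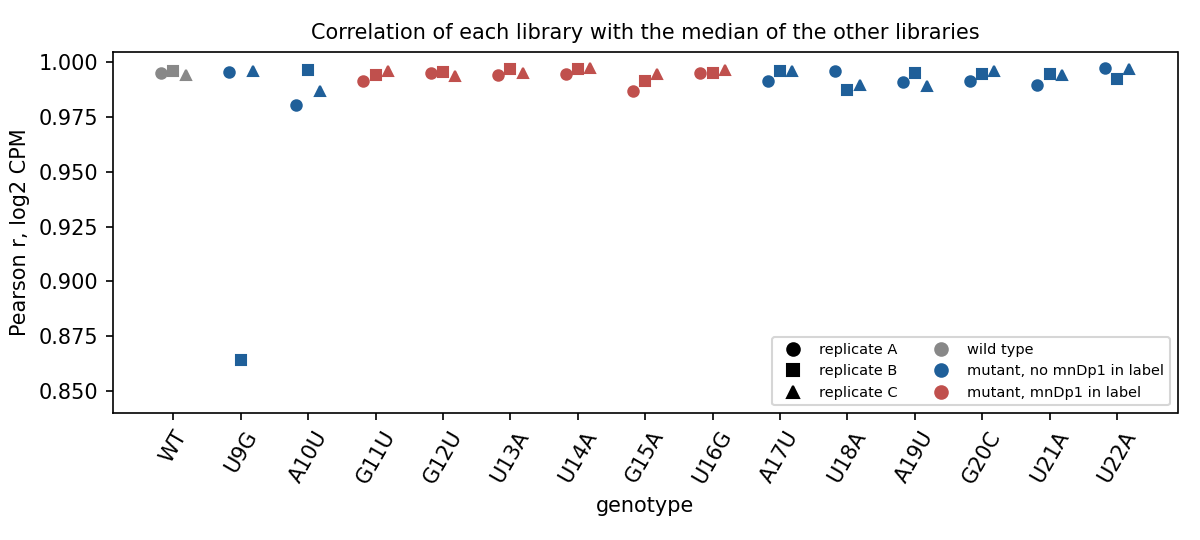
Pearson correlation of each library's log2 CPM with the median of the other libraries, by genotype and replicate. U9G replicate B lies at 0.864 and all other libraries at 0.98 or above.

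The number of miRNAs other than let-7 past the threshold was counted in each mutant against wild type, by edgeR with 129 miRNAs tested. There were 12 in U9G (10 higher, 2 lower), 5 higher in A10U, 2 higher in U18A and 1 higher in each of G11U, G12U and A19U. The other 8 mutants had 0, with between 0 and 13 miRNAs at an unadjusted p under 0.05. Without U9G replicate B, the counts were 0 in U9G, 7 in A10U, 5 in G11U, 3 in G12U, 4 in G15A, 4 in U18A, 2 in A19U and 1 in U22A. The calls made without it included mir-47 and mir-1822 in both G11U and G12U, mir-793 and mir-1829.1 in G11U, mir-44, mir-59, mir-791 and mir-1822 in G15A, and mir-795 in U22A. Among these, mir-47, mir-793 and mir-1829.1 lie within 1000000 bases of let-7, a region that was higher as a set in G11U and G12U (below). A fit of only the 6 libraries compared gave 0 in every mutant.

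The 12 calls in U9G rest on 1 library. Among the calls whose 3 U9G libraries did not overlap wild type, mir-799 had the largest change, at 20.2, 279.8 and 15.3 normalised CPM in replicates A, B and C against 9.89 ± 1.25 in wild type (SD, n = 3), a log2 fold change of 3.41 (edgeR adjusted p = 0.000605). Without replicate B it was 0.83 (edgeR adjusted p = 0.988). mir-1822 also lost its call, from 0.91 to 0.41.

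In A10U, mir-2208.1 on chromosome IV at 1021772 to 1021832 had a log2 fold change of 4.30 (SE 0.923, edgeR adjusted p = 0.00609). Its libraries were far apart, at 81.7, 5.75 and 22.8 normalised CPM, and wild type rested on 5, 2 and 2 reads. mir-2220, on chromosome X at 1873827 to 1873884, was past the threshold in A10U (2.50, edgeR adjusted p = 0.0199), U18A (3.07, edgeR adjusted p = 0.00364) and A19U (2.62, edgeR adjusted p = 0.0385). Its wild-type libraries held 5, 1 and 1 reads, so these sizes rest on few counts. With the other 13 mutants as the reference, mir-2220 was no longer past the threshold in A10U (0.96, edgeR adjusted p = 0.13) or A19U (1.10, edgeR adjusted p = 0.12). In A19U its call was also lost with the replicate letter as a block (edgeR adjusted p = 0.0551). Leaving let-7 out of the totals lost the A19U call too (edgeR adjusted p = 0.0602). The other calls in A10U were mir-2208.2 and mir-2209.1, on chromosome IV at 1026580 to 1026640 and 1027101 to 1027164. mir-1018, on chromosome X at 1879458 to 1879513, was past the threshold in A10U (1.74) and U18A (2.02). Its replicates A, B and C stood at 27.7, 6.23 and 28.2 normalised CPM in A10U and 10.6, 28.4 and 35.2 in U18A. mir-2220 was likewise lowest in A10U replicate B and U18A replicate A, and stood at 4.98, 4.06 and 17.7 in A19U. The calls in these strains therefore share the same high libraries and are not separate from each other. Comparisons against the same wild-type libraries share their chance values. In 100 simulations, all 45 libraries, wild type included, were drawn from 1 mean per miRNA and independently for each miRNA. Of these, 6 gave a call shared by at least 2 mutants and 5 a call shared by at least 3. This rate does not cover the low counts of the actual wild-type libraries or miRNAs that vary together.

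In G11U and G12U, the 1 miRNA past the threshold was mir-8196.2, on chromosome X at 14324355 to 14324517. It stood at 35.9 ± 5.3 normalised CPM in G11U and 31.6 ± 5.14 in G12U against 16.3 ± 0.564 in wild type (SD, n = 3 each). The log2 fold changes were 1.13 (SE 0.228, edgeR adjusted p = 0.00237) and 0.95 (SE 0.229, edgeR adjusted p = 0.0133). The call in G12U was lost by the DESeq2 Wald test (adjusted p = 0.0952). It was also lost in 4 of the 6 fits that each left out 1 library (edgeR adjusted p up to 0.368). The call in G11U was lost in 1 of 6 such fits. mir-8196.2 is 1 of the 7 tested miRNAs other than let-7 within 1000000 bases of let-7. Without U9G replicate B, all 7 were higher than wild type in G11U, G12U and U13A. Their median log2 changes were 0.58, 0.52 and 0.50, so these calls do not stand apart from a shift of this region.

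Of the 8 let-7 and lin-4 family members on the fixed list, 7 were tested, while lin-4 was listed at 0 in all libraries. Among 98 tests, 4 were past the threshold adjusted over the 7 members within each mutant and 0 over all miRNAs, with edgeR. The p-values were not adjusted over the 98 tests together. The 4 were mir-237 in G11U (log2 fold change -0.61) and G15A (-0.60), and mir-794 (-0.56) and mir-795 (-0.77) in U22A. Without U9G replicate B these counts were 8 and 2. With the replicate block, mir-237 in G11U (-0.62, edgeR adjusted p = 0.0486) and mir-795 in U22A (-0.76, edgeR adjusted p = 0.0261) passed the threshold over all miRNAs. mir-795 in U22A also passed it with DESeq2 size factors (edgeR adjusted p = 0.0328) and with let-7 left out of the totals (edgeR adjusted p = 0.0222). It passed by the DESeq2 Wald test (adjusted p = 0.00871) and with the other 13 mutants as reference (edgeR adjusted p = 0.00636). It did not pass with total counts only, no filter, a minimum of 10 counts in every library, or a fit of its 6 libraries.

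Across the 15 genotypes, 19 miRNAs besides let-7 differed in edgeR's F-test. let-7 had the smallest adjusted p (1.49e-10), followed by mir-67, mir-233, mir-239.1 and mir-799. Without U9G replicate B these 4 had edgeR adjusted p-values of 0.639, 0.99, 0.975 and 0.106, and 20 miRNAs differed, of which 11 were shared. For the mean of the 14 mutants against wild type, 0 miRNAs were past the threshold and 7 had an unadjusted p under 0.05. With U9G replicate B left out, these numbers were 0 and 8.

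Mutants labelled with the duplication were compared with the other mutants on 136 miRNAs. None passed the threshold, and 15 had an unadjusted p under 0.05. The smallest edgeR adjusted p was 0.345, shared by mir-2209.1 (log2 difference -1.85), mir-793 (0.47) and mir-47 (0.40), followed by mir-2208.2 (-1.59) and mir-8196.2 (0.46). Without U9G replicate B, these miRNAs each had an edgeR adjusted p of 0.117, and 0 miRNAs passed the threshold. Their log2 differences were then -1.91, 0.38, 0.30, -1.70 and 0.47 in the same order. Of them, mir-793, mir-47 and mir-8196.2 lie within 1000000 bases of let-7. For let-7 itself, the difference of strain means was -0.07 on the log2 scale (exact permutation p = 0.866).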

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

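The alternative scalings quoted in this part were set before the data were examined. All other tests in it were chosen after the results were seen. Among 6 groups of strains examined for an outlying strain, 3 had one, where chance gives about 1 in 20. 1 of the 3 measures, the median near let-7, was itself chosen after the data were examined.

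Among the 8 strains without the duplication label, G20C stood apart in let-7, with a mean of 16.4 on the log2 scale of normalised CPM. The let-7 changes from wild type also differed among the 14 mutants (edgeR F-test, adjusted p = 8.4e-11). TMM factors lay between 0.887 and 1.13, so the scalings tried say little about changes of this size. With total counts only, G15A moved from -1.01 to -0.85 and lost its call. The effect of the changed sequence on ligation or read assignment was not tested, and it remains open beside the base change itself.

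The wild-type form made up 21.8% of let-7 reads in U22A, which stood apart among the 8 strains, and 7.31% in U21A. Neither strain carries the duplication label. Read errors at the rate of the other mutants do not explain this, since the share in U21A was 58.05 times the median of the 8 strains. The changed bases lie at the last positions of the miRNA, 21 and 22. A change at the 3′ end of the molecule, assignment of shortened reads to the wild-type form, and admixture of wild-type animals were not tested and remain open.

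The median log2 change of the 7 other tested miRNAs within 1000000 bases of let-7 was -0.26 in A10U, which stood apart among the 8 strains without the label, computed without U9G replicate B. It lay at percentile 0.2 of 10000 lists matched on expression. Among the strains with the label, G15A was as low (-0.27), and G11U (0.58), G12U (0.52) and U13A (0.50) were further from 0 in the other direction. No explanation was tested for A10U.

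In 9 libraries, all those of A10U, G11U and G15A, the let-7 row of the miRNA table was below the let-7 count of the encoded form. Loss of reads in single libraries is argued against, since 0 genotypes had only some of their libraries below. How the row was counted is not stated, so an assignment rule that drops some mutant forms stays open. No biological explanation was tested.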

How the results depend on the processing

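Leave-outs apart, 155 of the 167 let-7 values under an alternative kept their direction and side of the threshold, 5 were weaker, 5 stronger and 2 reversed. The cause of a change was not tested except where named.

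With total counts only, let-7 in G15A was -0.85 (no longer past the threshold) and A19U reversed to 0.026, while 2 miRNAs were past the threshold in G11U and 3 in A19U, and 1 test of the let-7 and lin-4 list adjusted over the list alone. Without a filter, let-7 in G15A was -0.96 and the list had 2. In fits of only the 6 libraries, let-7 was -1.18 in G11U and -0.94 in G15A, neither past the threshold, and the counts in U9G, A10U, G11U, G12U, U18A and A19U were 0. Fewer libraries estimate the spread there. With the other 13 mutants as reference, let-7 in U13A (0.73) and U22A (-0.82) passed the threshold, and the counts were 33 in U9G, 9 in A10U, 2 in G11U, 2 in G12U, 1 in U13A, 5 in G15A, 6 in U18A, 3 in A19U and 1 in U22A. Of the 9 in A10U, 4 were calls against wild type, and of the 3 in A19U, 0. mir-2220 lost its call in A10U (0.96) and A19U (1.10). With the let-7 row of the miRNA table, U9G reversed to -0.28, A10U was -3.97 and U22A -1.06, both past the threshold. With both forms added, chosen after the data were examined, G11U was -0.50 and no longer past the threshold, and the difference by duplication label reversed to 0.042.

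A minimum of 10 counts in every library, which leaves fewer miRNAs to test, gave 0 in A10U, U18A and A19U, 2 in G11U, 1 in U13A and 1 in G15A. Size factors of DESeq2 gave 1 in G15A and 1 in U22A. The DESeq2 Wald test gave 2 in G11U, 0 in G12U, 1 in G15A, 2 in A19U and 1 in U22A. Leaving let-7 out of the totals gave 0 in A19U and 1 in U22A. The replicate block gave 2 in G11U, 0 in A19U, 1 in U22A and 30 in the test of all genotypes, 19 of them shared. With it, mir-237 in G11U and mir-795 in U22A passed the threshold over all miRNAs and mir-2220 in A19U lost its call (edgeR adjusted p = 0.0551). The counts per mutant not given here, those of the mean of the mutants and of the list adjusted over the list alone stayed within 1.5 times, and no let-7 call changed. With all 42 mutant libraries as samples, 5 miRNAs differed by duplication label, which treats replicates of a strain as independent strains.

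Leaving U9G replicate B out of every fit, chosen after the data were examined, gave 5 in G11U, 3 in G12U, 4 in G15A, 4 in U18A, 2 in A19U and 1 in U22A, and let-7 in U22A passed the threshold at -0.82. Over its alternatives the edgeR or DESeq2 adjusted p in U22A ranged from 0.00613 to 0.995, the highest with both forms added (-0.48).

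For each mutant, the fits that each left out one library covered only the 6 libraries of its comparison, so the ranges per mutant do not include leaving out U9G replicate B for the mutants other than U9G, given above. Across these 6 fits, let-7 ranged from -0.61 to 0.33 in U9G (lowest without U9G replicate B), -0.31 to 0.077 in A10U, -1.28 to -0.89 in G11U, 1.02 to 1.40 in G12U, -1.18 to -0.80 in G15A, -0.29 to 0.0898 in U16G, -0.26 to 0.12 in A17U and -0.26 to 0.13 in A19U. The sign changed in A10U, U16G, A17U and A19U without WT replicate A, and in U9G without WT replicate B or U9G replicate B. The call was lost in G11U without WT replicate A or G11U replicate A, in G12U without WT replicate B or C, and in G15A without WT replicate A or C or G15A replicate A. In G20C the let-7 call held in all 6 fits, from 1.49 to 1.87. In the same 6 fits per mutant, let-7 stayed short of the threshold in U13A (0.39 to 0.77, lowest without WT replicate B), U14A (-0.45 to -0.07), U18A (-0.74 to -0.36), U21A (-0.44 to -0.02) and U22A (-1.05 to -0.61). In the last 4 of these, the value nearest 0 came without WT replicate A. mir-2220 lost its call in 4 of 6 fits in A10U, 3 of 6 in U18A and 3 of 6 in A19U, among them those without WT replicate B or C. mir-1018 lost its call in 4 of 6 fits in A10U and 3 of 6 in U18A, and mir-2208.1 in 3 of 6 in A10U. mir-8196.2 lost its call in 1 of 6 fits in G11U and 4 of 6 in G12U. The counts ranged from 0 to 35 in U9G, 0 to 7 in A10U, 0 to 1 in G11U, G12U, G20C and U22A, and 0 to 3 in G15A, U18A and A19U. Over fits that left out each of the 45 libraries, the test of all genotypes ranged from 17 to 29 (highest without U9G replicate C) and the list from 1 to 8. The mean of the mutants stayed at 0 in those fits. Over the 42 mutant libraries left out in turn, the comparison by label stayed at 0 and the wild-type form by label ranged from 6.43 to 6.72 percentage points, with no change of call.

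Of 168 values of 18 named miRNA results, leave-outs apart, 12 were weaker, 8 stronger and 0 reversed. Of 108 leave-out values, 28 were weaker and 1 stronger.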

Other observations

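In this part, the tests of genes at 0 for a gene on the same strand and for a copy suffix were set before their results were seen, and all others after.

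U9G replicate B differed from the other libraries, with 15 miRNAs over 8-fold lower and 5 over 8-fold higher than the mean of the other U9G libraries. A library of another genotype is argued against, since 99.986% of its let-7 reads were of the U9G form. Depth is argued against, since the correlation with the median of the others was 0.793 before and 0.792 after thinning to the depth of replicate A, where the lowest other library reached 0.984 on that measure. A minor admixture is argued against by the 15 miRNAs that fell over 8-fold, including lin-58 at 3.22% of its level in the other U9G libraries. Members of the mir-35 cluster moved apart, with mir-35 at -2.12 and mir-36 at 4.29 on the log2 scale. Over 38 pairs of clustered miRNAs, members did not move together more than permuted pairs (one-sided permutation p = 0.823). Their median gap was 2.74 on the log2 scale, against at most 0.569 in the 44 other libraries, and its ratio to the permuted gap (1.22) was above that of all 44 (median 0.871). The permutation test gave a p under 0.05 in all 1000 simulated libraries whose clusters moved as one by deviations of this size. A change in transcription of whole clusters as the sole cause is therefore argued against. A change acting on single miRNAs after transcription, as in another culture or stage, and a fault in library preparation were not tested.

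The 6 strains labelled with the duplication did not share 1 pattern. The median log2 change near let-7 was 0.58 in G11U, 0.52 in G12U and 0.50 in U13A, and 0.06 in U14A, -0.27 in G15A and 0.07 in U16G, without U9G replicate B. Among 10000 lists matched on expression, these medians lay at percentiles 99.97, 99.73, 100, 70.3, 3.44 and 76.8 in that order. By label, the difference between labelled and other mutants was 0.23 (exact two-sided permutation p = 0.0886). A higher dose of this region in all labelled strains is argued against by the lowest of the 6, at -0.27. Too low a depth to see the wild-type form is argued against by the largest limit that a count of 0 allows in the 18 labelled libraries, 0.0251%. That some labelled strains lacked the duplication when harvested, or carried another form of it, was not tested.

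Libraries of A10U, U18A and A19U were far apart for mir-2208.2, which was chosen after its values were seen. They had 20.6 to 412.9, 23.8 to 120.7 and 15.4 to 151 normalised CPM, where wild type had 18.1 to 22.8. The ratio of the highest to the lowest library was 20.04, 5.08 and 9.8 in these strains and 1.26 in wild type. In U9G it was 128.3 and rests on replicate B at 0.33. The lowest libraries were A10U replicate B, U18A replicate A and A19U replicate B. These were also the lowest of their strains for mir-2208.1, mir-2209.1, mir-2220 and mir-1018, so these miRNAs varied together by library. No explanation was tested, since mir-2208.2 and the strains were chosen for this spread.

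Of 257 miRNA genes, 61 were at 0 in all libraries, lin-4 among them. A gene annotated on the same strand was as frequent among them (41%) as among the others (39.8%, Fisher's exact p = 0.882), and so was a copy suffix (18% and 15.3%, Fisher's exact p = 0.689). Of 5 properties examined together, only these 2 had been set beforehand. Of the other 3, a protein-coding gene on the same strand showed no difference (Fisher's exact p = 0.748), and a gene on either strand did (Fisher's exact p = 2.44e-05). A gene on the opposite strand was present for 60.7% of the genes at 0 and 16.8% of the others (Fisher's exact p = 1.55e-10). Counting that drops reads where genes overlap on opposite strands is a candidate explanation, found and tested on the same data. It does not account for the genes at 0 that have no such gene. Nor does it account for the 33 of 196 counted genes that do have one, such as mir-57 with 2112526 counts over all libraries.

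Other splits of the 6 libraries into 3 and 3 cannot give a share under 0.1. As many calls as in the real split came from 9 of the 10 splits for U9G, 2 for A10U and for U18A, and 1, the real split itself, for G11U, G12U and A19U. For the 8 mutants with 0 calls, 10 of the 10 splits gave at least as many, which had to be so, since no count is below 0. Of 100 splits drawn over the 45 libraries, 2 gave at least the 19 miRNAs of the test of all genotypes. For the mean of the mutants and for the duplication label, with 0 calls each, 100 of 100 splits gave at least as many. That result was also fixed in advance and tells nothing about these comparisons.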
